A study of Homo sapiens with 6 samples. Its data were reported in "Stop codon context influences genome-wide stimulation of termination codon readthrough by aminoglycosides" (2020).

How the data were processed

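Ribosome profiling and RNA-seq were measured in Calu-6 cells, an established human lung carcinoma line, either untreated or grown for 24 h with the aminoglycoside G418 at 500 µg per mL. There were 2 ribosome profiling libraries, 1 per condition, and 4 RNA-seq libraries, 2 per condition with the replicate letters A and B in the labels. Groups and letters were taken from the labels.

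The authors trimmed and deduplicated the footprint reads, removed non-coding RNA, aligned the rest to the hg38 genome with STAR guided by a GENCODE annotation, kept a single transcript per protein-coding gene and assigned each ribosome-protected footprint (RPF) to the ribosomal A site. The deposited footprint tables hold raw counts per region, which were cut down to whole numbers. They also hold RPM, which the authors scaled to all reads mapped to valid transcripts. RPKM densities were computed by the authors as RPM per kilobase of a region. The deposited tables further give 2 kinds of ratio, the 3′UTR density over the coding sequence (CDS) density and the ribosome readthrough score (RRTS). The RNA-seq tables hold RPM per region, and the authors also gave a density signal, RPM per nucleotide, which was not used here. RRTS is the footprint density from the normal termination codon (NTC) to the first in-frame stop codon of the 3′UTR (3′TC), without the first 6 nt, divided by the CDS density. In total 33 nt of each CDS were left out of the counted region by the authors.

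Whole reads were recovered from RPM by dividing each value by the RPM of 1 read. For RNA-seq, 100% of the values came out whole. A footprint transcript is listed only above a minimum CDS density, so footprint comparisons used the transcripts listed in both libraries, while a transcript absent from an RNA-seq table was counted as 0. Copies on the Y chromosome of genes shared with X were left out. The recomputed RRTS equalled the deposited one for 100% of 8383 transcripts. Of 13874 transcripts in the tables, 13321 matched GENCODE version 44 on GRCh38 by identifier and CDS length, and all 13321 had the same stop codon. That annotation, a later release than the authors', gave coordinates and GC content.

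RNA-seq changes were tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) on log2(CDS RPM + 0.5) for genes with a mean of at least 2 RPM, two-sided, with Benjamini-Hochberg adjustment. Fold changes are on that log2 scale, which understates the change of low genes. Gene lists were tested with limma's camera at an inter-gene correlation of 0.01, adjusted over 7 lists. The count tests of edgeR 4.0.16 and DESeq2 1.42.0 were run on the recovered reads as alternatives. The pairing of A with A and B with B comes from the replicate letters and was used only as a block in alternative fits. Those fits leave 1 residual degree of freedom, so their small p-values rest mostly on the variance pooled over genes.

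The footprint analyses used transcripts with at least 128 CDS reads in both libraries, with minima of 64 and 512 reads as alternatives. Medians have order-statistic 95% intervals over transcripts, shares have 95% Wilson intervals and pooled densities have exact Poisson 95% intervals. The intervals cover counting error or the spread over transcripts, not the spread between cultures. As there was 1 footprint library per condition, no p-value was computed across transcripts. A list's median was instead placed among the medians of 10000 random lists of the same size, drawn from all transcripts, members included, and matched on CDS density or expression in 20 bins. Ribosome occupancy (RO) change was the log2 footprint change minus the log2 RNA change (CDS RPM + 0.5), for genes with at least 2 RPM in RNA-seq and 32 reads over both footprint libraries. An interaction model was not fitted, because the footprints had no replicates.

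The named genes followed a rule set before the data were examined, as did the tests of RNA changes, gene lists, RRTS and RO and most alternatives. The tests of possible explanations were chosen later. The genes fixed by the rule were AMD1, ATF4, HSPA5, GPX4, SELENOH, HSPA1B and APRT. The rule also took the 5 largest rises and 5 largest falls in RNA (adjusted p under 0.05, mean of at least 10 RPM, no overlap between groups). It added the 3 highest RRTS values with at least 20 reads in the region. The 3 largest rises and falls in RO were taken as well (at least 128 reads in both footprint libraries and 10 RPM). The histone, selenoprotein, endoplasmic reticulum chaperone, integrated stress response and 2 nonsense-mediated decay (NMD) lists were also written before the data were examined. Of the genes and lists of that rule, 1 gene and 1 list, with the results that need them, are not reported here. HSPA5 and GPX4 were absent from the list of transcripts shared by the footprint tables and were not analysed there.

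The alternatives covered pseudocounts, filters on low values, whole-mRNA reads, rescaling to the same median over genes, the replicate block, thinning of the deeper footprint library, other read minima, a minimum of 60 nt between stop codons, and the removal of transcripts with many 3′UTR reads or with near-identical copies. A correction for GC content (lowess with a span of 0.3 in each library), the crossed pairing, the restriction to genes listed in all 4 tables and GC-matched random lists were added after seeing the data.

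The fits were tested on simulated data for 9678 genes with 200 changed by known amounts. limma recovered 98% of the changed genes with 7.11% false calls, above the nominal 5% level, and DESeq2 recovered 87% with 0.571% false calls. The simulated libraries had no GC trend, so these rates cover counting noise and dispersion only. For the random lists, 8.5% of 200 unrelated lists lay outside the central 95% in a first simulation. A larger simulation of 1000 lists gave 5.8%.

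Mapped reads, from the RPM of 1 read, were 5186706 and 10929320 for the untreated and G418 footprint libraries. For RNA-seq they were 2754858 and 2238773 in untreated A and B, and 8813825 and 6149868 in G418 A and B. The smallest level set by 3 reads was 1.09 and 1.34 RPM in the untreated RNA-seq libraries and 0.34 and 0.488 RPM in the G418 ones.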

Results

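To examine how G418 acts on translation termination in Calu-6 cells, ribosome profiling of 1 untreated and 1 treated culture was set beside RNA-seq of 2 untreated and 2 treated cultures. The footprint tables listed 3492459 reads in 8809 transcripts for the untreated library and 7213513 reads in 8580 transcripts for the G418 library. The RNA-seq tables listed between 1543106 and 7104698 reads per library. With 1 footprint library per condition, none of the footprint differences has a replicate check.

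The first comparison asked whether G418 raised ribosome density in 3′UTRs. Among the 4557 transcripts that passed the minimum of CDS reads in both libraries, 3′UTR reads made up 0.33% of untreated footprints (95% Wilson interval 0.324 to 0.336%) and 1.13% of G418 footprints (1.12 to 1.14%). The alternative that moved these shares most left out the 10 transcripts with the most 3′UTR reads in each library. The shares were then 0.209% and 0.946%.

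RRTS, the density between the NTC and the 3′TC relative to the CDS, was next compared per transcript. The median RRTS was 0.0664 in G418 (95% interval 0.0631 to 0.0704). In the untreated library the median was 0, and 882 of the transcripts had any read in this region, against 3373 in G418. RRTS was higher in G418 for 71.3% of transcripts (70 to 72.6%). This share varied with thinning and with the transcripts kept. It was 65.2% with the G418 library thinned and 65.7% at the lowest read minimum, but 80.5% with at least 60 nt between the stop codons and 85.2% at the highest read minimum. The reads were also pooled over transcripts. Pooled RRTS was 0.00727 (0.00699 to 0.00756) in untreated cells and 0.0753 (0.0746 to 0.076) in G418. With the G418 library thinned to the depth of the untreated one, its pooled RRTS was 0.074.

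Ribosomes that read through an NTC in frame meet the next in-frame stop codon, where a part of them should stop. In another cell line, the paper found that G418 makes ribosomes pass this stop codon more readily than NTCs. The density after the 3′TC was pooled here over the rest of the 3′UTR, later stop codons included. It therefore does not measure stopping at the 3′TC alone. The density before and after the 3′TC was compared in 3968 transcripts with at least 60 nt of 3′UTR beyond it. In G418 the pooled density was 0.0766 of the CDS density before the 3′TC and 0.00482 after it. The corresponding untreated values were 0.0073 and 0.00221. The reads behind them were 34395 before and 30844 after the 3′TC in G418, and 1916 and 8129 in untreated cells.

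**Figure D1:**
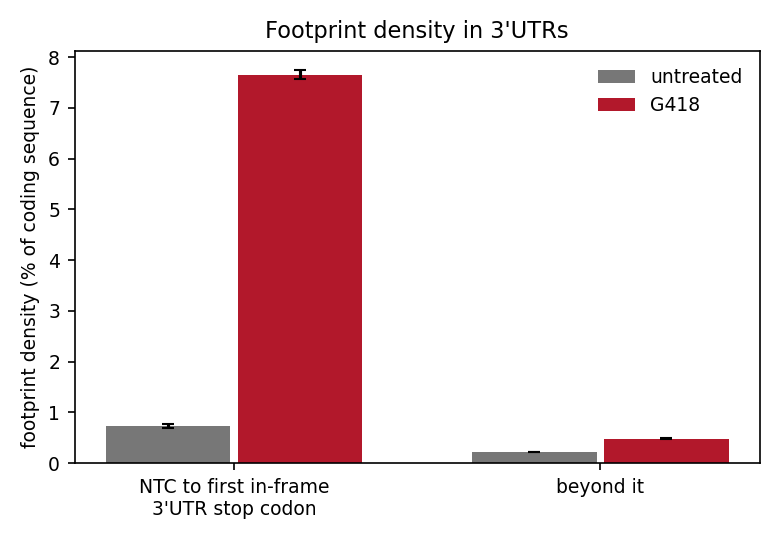
Footprint density in 3′UTRs as a percent of CDS density (bars, with 95% Poisson intervals) in the untreated and G418 libraries, before and after the first in-frame 3′UTR stop codon. The G418 bar before that stop codon is the tallest of the 4, and both bars after it are below 1%.

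The identity of the stop codon was then examined. In G418, the median RRTS was 0.0981 for 2194 UGA transcripts (0.0931 to 0.106), 0.0472 for 985 UAG transcripts (0.0418 to 0.0545) and 0.0389 for 1378 UAA transcripts (0.0339 to 0.0423). The UGA median lay above all 10000 random lists matched on CDS density, and the UAG and UAA medians lay below all of them. A UGA transcript exceeded a UAA transcript with a probability of 0.664 in G418 and 0.509 in untreated cells. The highest read minimum moved that G418 probability most, to 0.71. Pooled RRTS in untreated cells was 0.0103 for UGA, 0.00569 for UAG and 0.00468 for UAA.

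Within each stop codon, transcripts with C at the +4 position, the nucleotide after the stop codon, were compared with the others. For UGA, the median RRTS in G418 was 0.175 with C and 0.0881 with other nucleotides. For UAG it was 0.0729 against 0.0411, and for UAA 0.0644 against 0.0331. The probability that a C transcript exceeded another was 0.656 for UGA, 0.588 for UAG and 0.61 for UAA. In untreated cells these probabilities were 0.544, 0.521 and 0.487, but they were held near even odds by ties, since between 16.2% (UAG) and 20.7% (UGA) of transcripts had any read. Pooled RRTS with C in untreated cells was 0.0115 for UAG, above the other nucleotides (0.00408 to 0.00456). It was 0.00566 for UAA and 0.0134 for UGA, where the intervals overlapped those of A, with 0.00519 and 0.0151. The lowest median in G418, 0.0259, was that of UAA followed by G.

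**Figure D2:**
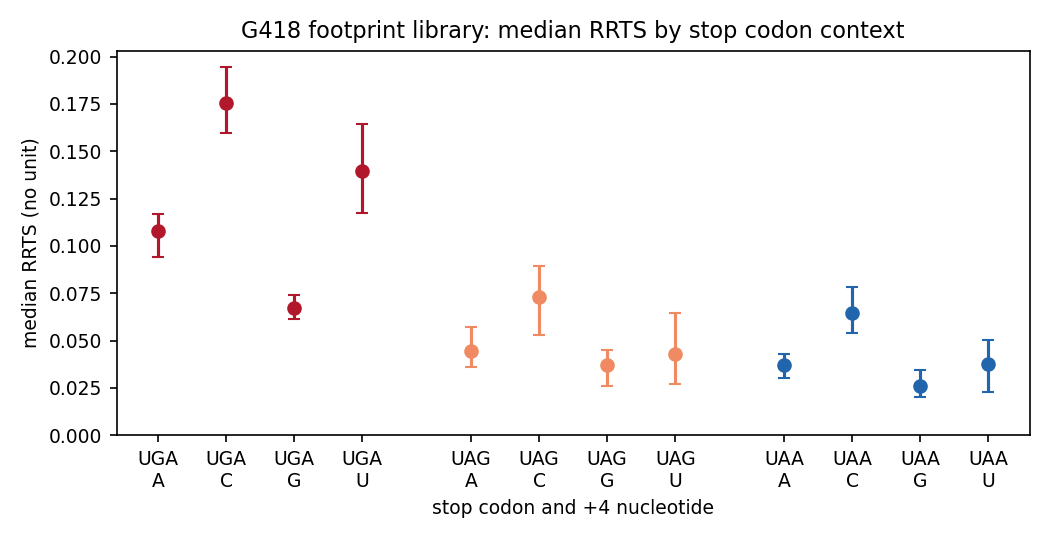
Median RRTS in the G418 library (points, no unit) with order-statistic 95% intervals over transcripts, by stop codon and +4 nucleotide. UGA followed by C has the highest median, 0.175, and UAA followed by G the lowest, 0.0259.

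The 3 transcripts with the highest RRTS in G418 were those of IRS1, GPATCH4 and MTPAP. IRS1 had an RRTS of 11.5 in G418 and already 3.19 in untreated cells. GPATCH4 had 1.34 in G418 and 1.48 in untreated cells. MTPAP had 1.21 in G418 over a region of 27 nt, from 24 reads, and 0 in untreated cells. AMD1 had an RRTS of 0.553 in G418 (215 reads) and 0.00761 in untreated cells (1 read). The paper describes ribosomes stalled at the 3′TC of AMD1, more of them in G418. Stalled ribosomes may therefore raise this RRTS, and where the reads lie in the region was not examined. HSPA1B, whose reads can be shared with the near-identical HSPA1A, had 0.48 in G418 from 1459 reads and 0 in untreated cells.

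RNA-seq was then used to compare mRNA levels. Replicates correlated at Pearson's r of 0.947 (untreated) and 0.987 (G418) across 9678 genes on the log2 scale, and libraries of different conditions at 0.698 to 0.732. Genes are not independent replicates, and these values describe the libraries. limma called 6344 genes changed at an adjusted p under 0.05, of which 5236 were higher and 1108 lower in G418. The median gene changed by 0.88 on the log2 scale, so single changes are to be read relative to that shift. After rescaling the libraries to the same median over genes, 3101 genes were higher and 2919 lower. With the replicate letter as a block, 6259 genes were called, 5199 of them higher. The deviations of same-lettered libraries from their group means correlated at -0.07 over all tested genes and at -0.11 over the 6614 genes with a mean of at least 10 RPM, so the crossed pairing was fitted too and gave 6588 genes.

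The RNA change rose with the GC content of the CDS. Across 9343 genes with a known GC content, Spearman's rho was 0.63, and the median log2 change went from -0.3 in the decile with the lowest GC content to 2.52 in the highest. The footprint change in the same deciles went from -0.22 to -0.44. With each library corrected for GC content, an alternative chosen after seeing the data, limma called 4431 genes, 2217 higher and 2214 lower. Of these, 3401 were among the genes called without it. That overlap was counted without regard to direction and includes reversed genes, such as SELENOH. The condition and this GC relation cannot be told apart in the RNA-seq libraries, since all libraries of a condition share it.

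**Figure D3:**
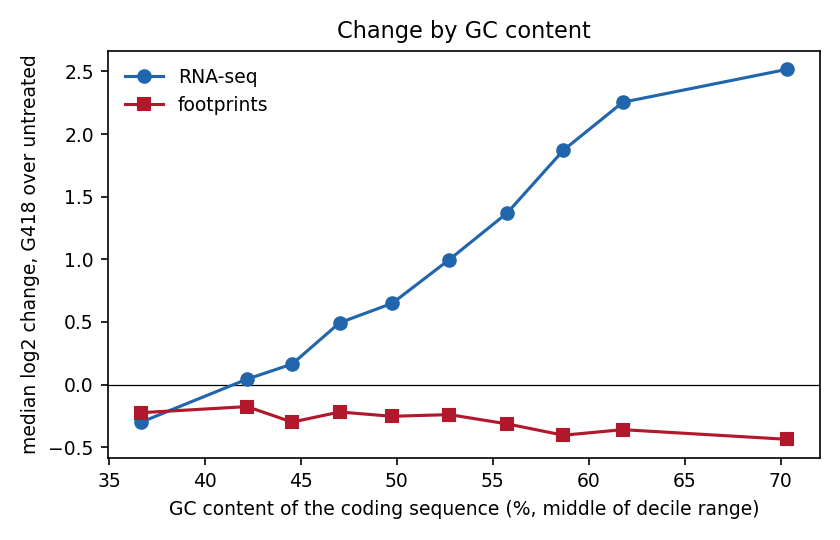
Median log2 change in G418 over untreated (y axis) of RNA-seq and of footprints for genes in 10 equal groups of CDS GC content (x axis, percent). The RNA-seq median rises from -0.3 to 2.52, while the footprint median stays between -0.18 and -0.44.

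Among the genes fixed beforehand, HSPA5 rose in RNA by 3.82 on the log2 scale and HSPA1B by 7.08. The change of AMD1 was -1.04, -1.07 with the GC correction and -1.27 with whole-mRNA reads. It was -1.91 after rescaling, -1.9 with edgeR and -1.91 with DESeq2. The change of GPX4 was -1.03, but -1.89 after rescaling and -3.04 with the GC correction. The sizes of both falls are therefore uncertain. SELENOH rose by 1.03 as scaled by the authors, near the median gene, and with the GC correction it fell by 1.33. ATF4 rose by 1.36 and APRT by 2.89, but under the GC correction their changes were 0.35 and 0.51, with limma adjusted p = 0.105 and limma adjusted p = 0.113. The 5 largest increases were those of HSPA6, HSPA1A, HSPA1B, FBXL18 and CSRNP1, between 6.04 and 10.15 on the log2 scale. HSPA6, with 0 CDS reads in both untreated libraries, had 5189 and 3375 reads in G418. With whole-mRNA reads the rises of FBXL18 and CSRNP1 were 1.73 and 4.18, so the size of these changes depends on counting the CDS. With the GC correction the 5 increases were smaller, at 8.05 for HSPA6, 5.18 for HSPA1A, 4.81 for HSPA1B, 3.93 for FBXL18 and 4.05 for CSRNP1. HSPA1A and HSPA1B are near-identical copies, so their separate values are uncertain. The 5 largest decreases were those of NDST4, MMD, DPY19L4, STRADB and MANEA, from -2.87 to -2.49, and each of these stayed at -2.14 or below under the GC correction.

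Gene lists were tested in the same fit. Of the 7 lists, 5 passed an adjusted p of 0.05 by limma's camera, all upwards, and 5 also passed with the replicate block. With whole-mRNA reads 4 passed, as the endoplasmic reticulum list had a limma adjusted p = 0.0532. The median change relative to other genes was 2.98 for 23 histone genes (limma adjusted p = 1.06e-07), 1.94 for 23 integrated stress response genes (limma adjusted p = 0.000231), 0.66 for 26 endoplasmic reticulum chaperones and foldases (limma adjusted p = 0.00657), 1.34 for 9 NMD factors (limma adjusted p = 0.0191) and 1.08 for 24 NMD substrates (limma adjusted p = 0.00657). The paper states that histone genes are too similar for unique alignment, so the values of the histone genes are not independent. The preset inter-gene correlation does not allow for that, and the histone p-value may be too small. The selenoproteins (12 genes, limma adjusted p = 0.467) did not pass. With the GC correction the selenoproteins, at -0.83, passed downwards (limma adjusted p = 0.0261), and with the block and the correction together their adjusted p by limma was 0.0218.

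RO was compared for 7612 genes. The median log2 RO change was -1.19, from a median footprint change of -0.29 and a median RNA change of 0.96. The RO change fell with GC content, with Spearman's rho across genes of -0.72. Of the 7 lists, only the histone list lay outside the central 95% of random lists matched on expression, below all of them, with a median RO change of -4.6 against -1.12 for the random lists. Under GC matching the histone list was also below all lists, but the median of the random lists was then -2.64. With the GC correction of the RNA change it was again below all lists, at -2.41 against -0.42. The gap was thus smaller under both alternatives. Random lists of unrelated genes do not allow for reads shared among similar histone genes, so the histone percentile may look too extreme. Under GC matching the selenoprotein list moved from the 96.2 to the 99.94 percentile. With the GC correction of the RNA change, the selenoprotein list lay at the 99.92 percentile. The endoplasmic reticulum list then lay at the 99.8 percentile with 18 genes, against the 91.3 percentile with 21 genes and no correction. Its members changed as well, so the effect of the correction alone is not known. The selenoprotein list was not stable, as it lay at the 92.5 and 98.5 percentiles with RNA-seq replicate A or B only. It lay at the 69.8 percentile with whole-mRNA reads, where 11 of its genes were used instead of 9. The endoplasmic reticulum list lay at the 63.4 percentile with whole-mRNA reads. The largest RO rises were those of FTL (3.39), RPLP0 (2.53) and HMMR (2.32), and the largest falls those of FBXL18 (-6.38), SLC16A3 (-5.59) and EHBP1L1 (-5.54). With the GC correction of the RNA change the rises were 4.95, 3.75 and 1.93 in the same order. The falls were then -3.95, -3.17 and -3.31, so all these sizes are uncertain. SLC16A3 also had RNA levels of only 0.363 and 1.79 RPM in untreated A and B. FBXL18 footprints were 56.5 RPM in untreated and 52.2 RPM in G418 cells, so its RO fall came from the RNA change, from 0 and 1 reads to 499 and 328 reads. The log2 RNA change of FBXL18 in that RO value was 6.26, from CDS reads. As the limma change with whole-mRNA reads was 1.73, the size of its RO fall is uncertain.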

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

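The tests below were chosen before their results were seen, but after the total of 5′UTR reads in each library was known. Footprints in 5′UTRs, which the comparisons above did not use, made up 2.49% of footprints in G418 (95% Wilson interval 2.48 to 2.5%) and 1.27% in untreated cells (1.26 to 1.28%). Transcripts with a 5′UTR length that was not positive in the tables were left out.

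Transcripts listed in only 1 library did not account for the rise, as it was 1.97-fold over the 8351 transcripts listed in both. Without the 10 transcripts with the most 5′UTR reads in each library it was 1.93-fold. Footprints at start codons might spill into 5′UTRs, and would then weigh less in long ones. The rise in 5′UTRs of at least 200 nt was 1.07 times that in 5′UTRs under 100 nt, which goes against that explanation. Other technical differences between the 2 cultures or libraries were not tested, there was no replicate, and a biological explanation such as more initiation upstream of the CDS remains a hypothesis that these totals cannot separate from them.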

How the results depend on the processing

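Of 568 comparisons of a result with an alternative, 481 kept the result, 75 moved, 8 became weaker, 2 became stronger and 2 reversed. A gene or list was kept if its direction and significance held, whatever its size, so FBXL18 at 6.33 and 1.73 counts as kept. Counts were kept within a set ratio, footprint values within the main interval, and RO lists on the same side of the limits. Some alternatives cannot change a result, as a block leaves fold changes unaltered, so the number kept overstates stability. Many moved values are pooled densities, whose intervals count reads only and are narrow. The cause was not tested unless stated.

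The number of RNA-seq genes called, 6344 in the report, ranged from 4431 (GC correction) to 6848 (whole-mRNA reads) over the alternatives run, and its split moved more. Higher against lower genes were 3101 against 2919 after rescaling to the same median, 3308 against 3047 with edgeR (52.1% higher), 2574 against 2496 with DESeq2 (50.8% higher), 2217 against 2214 with the GC correction, and 2281 against 2217 with the replicate block and the GC correction, where 82.5% had been higher. With whole-mRNA reads, 2405 genes were lower and 64.9% of calls were higher. The edgeR and DESeq2 fits, on recovered reads, called 6355 and 5070 genes. For all genes, no count was made with a library left out, since an arm then has 1 sample. SELENOH reversed to -1.33 with the GC correction, with and without the block. The number of lists outside the random lists in RO went from 1 to 2 with RNA-seq replicate B only, to 3 with the GC correction of the RNA change, and to 2 with GC-matched lists. The GC correction and the GC matching used only list members with a known GC content.

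For the footprints, G418 stayed above untreated in pooled RRTS, and in 3′UTR share where that was run. Within the G418 library, the only one in which these alternatives were run, UGA stayed above UAG and UAA, and C at +4 above the other nucleotides. At a minimum of 64 reads the median RRTS in G418 was 0.0617, the pooled RRTS 0.0767, the 3′UTR share 1.15%, the UAA median 0.0315 and the density after the 3′TC 0.0049. At the highest read minimum the pooled RRTS was 0.0649 in G418 and 0.00627 in untreated cells, the share 1.05%, the probability of UGA over UAA 0.71, that of C over other nucleotides after UGA 0.69, and the density after the 3′TC 0.00466.

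With the deeper library thinned, the median RRTS in G418 was 0.0582, the pooled RRTS 0.074, the share 1.11%, the UGA and UAA medians 0.0917 and 0.0303, and the probability of UGA over UAA 0.64. Thinning also left fewer transcripts, 3900, so depth and the choice of transcripts were not separated. With at least 60 nt between the stop codons, pooled RRTS was 0.0686 in G418 and 0.00659 in untreated cells, the UGA median 0.0929, the probability of UGA over UAA 0.694, that of C after UGA 0.692 and after UAA 0.66, and the density after the 3′TC 0.00558.

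Without the 10 transcripts with the most 3′UTR reads in each library, pooled RRTS was 0.0681 in G418 and 0.00619 in untreated cells, the share 0.946% and the density after the 3′TC 0.0035. Without histone and ribosomal protein genes, these were 0.0863, 0.00806, 1.19% and 0.00517. The untreated densities before and after the 3′TC, 0.0073 and 0.00221 in the report, moved as well. They were 0.00581 and 0.00126 without those 10 transcripts, and 0.00665 and 0.00304 with at least 60 nt between the stop codons.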

Other observations

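The tests of the GC relation against footprints were chosen after that result was seen, and the others before. The RNA change rose with GC content (rho of 0.63 across genes). Thinning every RNA-seq library to 2238773 mapped reads left a rho of 0.627, and leaving out the 100 genes with the most reads left 0.636, so neither depth nor a few genes accounts for it. If translation followed a change in mRNA level, footprints would rise with GC content as well, but the footprint change had a rho of -0.1 (-0.102). A loss of GC-rich reads in the untreated RNA-seq libraries is a candidate explanation. RNA over footprints fell with GC content in untreated cells (rho of -0.372), which met the criterion written for such a loss. It rose by more in G418 cells (rho of 0.454), a case the criterion had not foreseen, so the outcome was set to undecided: either condition's libraries, or both, could carry the bias, and the footprints have a GC bias of unknown size. The pattern cannot be told apart from a technical GC bias, and RNA and RO changes of single GC-rich genes should be read with that limit.

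The RNA-seq libraries also differed in where their reads fell. The 3′UTR share of reads was 41.8% and 39.5% in untreated A and B, and 14% and 15.6% in G418 A and B. In 2896 transcripts with at least 100 reads in each library, the G418 share was 0.383 times the untreated share, so low coverage does not account for the difference. A GC difference between the 3′UTR and the CDS might produce it. In 217 transcripts whose 3′UTR and CDS have similar GC content, the ratio of CDS to 3′UTR reads still rose by 1.49 on the log2 scale, against 1.74 over all these transcripts, so GC content explains little of it. What else differed between the libraries, such as RNA integrity or library preparation, was not tested, and no biological explanation was tested.

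Less NMD might have raised its substrates. The median RNA change of the 18 NMD substrates with a known GC content lay at the 96.6 percentile of lists matched on expression and GC content, just short of the limit set beforehand. The median of 21 substrates, the 18 and others without a known GC content, lay at the 97.6 percentile when matched on expression alone, so the lists differ in members as well as in matching. By camera, 24 substrates passed in the report, and the 21 of these with a known GC content passed after the GC correction (limma adjusted p = 0.00676). The evidence from the substrates is therefore mixed. The NMD factors, listed as autoregulated, were outside the test chosen for this explanation. The median RNA change of 6 of these factors lay at the 99.86 percentile under matching on expression and GC content. The median footprint change of the 21 substrates with footprints lay above all random lists. Several of them, ATF4 and SLC7A11 among them, are also stress response genes, so the lists cannot separate the explanations.

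A few transcripts might have produced the rise of footprints in 3′UTRs. Of 2948 transcripts with any read between the NTC and the 3′TC in either library at equal depth, 94.4% had a higher RRTS in G418. Transcripts without such reads were left out of that share. With the G418 library thinned, 65.2% of all 3900 transcripts that then passed the read minimum had a higher RRTS in G418. The rise was thus not limited to a few transcripts. If ribosomes read through NTCs up to the next in-frame stop codon, density should drop there. It was 15.9 times higher before the 3′TC than after it in G418 and 3.31 times in untreated cells. The densities behind both ratios moved with the transcripts kept, but density dropped after the 3′TC in each alternative run. Such a drop is what readthrough predicts, but a decline with distance from the NTC would also lower the pooled density after the 3′TC. Reading frame was not examined here, so the drop does not separate them. IRS1 and GPATCH4 are exceptions, because their high RRTS was present without G418 and may have another source. That was not tested.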
